A study of Mus musculus with 64 samples.

How the data were processed

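Splenic CD23+ B cells of female F1 hybrid mice, from a cross of C57BL/6 mothers carrying a heterozygous Xist deletion with Cast fathers, were profiled by CUT&RUN, in which an antibody tethers a nuclease that cuts the chromatin around its target. Cells were unstimulated (0 h) or stimulated with 1 µM CpG, a ligand of the receptor TLR9, for 12 or 24 h. The antibodies recognised H3K27me3, H2AK119Ub, H3K9me3 and H3K27ac, which are histone modifications, and Suz12 and Ring1B, which are subunits of the Polycomb complexes that lay down H3K27me3 and H2AK119Ub. Of 64 samples, 61 had a peak list and entered the comparisons. The other 3 samples, labelled IgG, had no list among the files used here and were not analysed here.

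The authors deposited 1 peak list per sample, so replicates were called separately. Each list has 6 columns and no header, and its name carries the words SEACR and Cast. It was read as a genome-wide list of peaks called from reads assigned to the Cast allele, because peaks lay on all 19 autosomes and X. SEACR is a peak caller that keeps blocks of continuous signal. The file names give the setting "norm relaxed" for the 4 histone marks and "non, 0.01, stringent" for Suz12 and Ring1B. With the second setting a list holds a fixed top share of the blocks, so its length does not measure occupancy. Per the labels, the build was mm10, and the submitters' processing notes name Trimmomatic 0.32, Bowtie2 2.3.4.1, Picard without a version, and deepTools 3.5.1. The version of SEACR, the rule that split reads by allele and the read depth are not given in the sources used here. The deposited total signal and highest signal of a peak are sums and maxima of coverage, and they were used only to rank or filter peaks within their own list. The sixth column, the position of the highest signal, is of another kind and was deposited by the authors as text, and it was not used.

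Sequencing depth is unknown. In each list the highest signals were whole multiples of a step, within 0.02 of a step. That step was 1 in 46 lists and another value in 15 lists, namely those of H3K27me3 at 0 and 12 h and of H3K27ac. The lowest signal kept, counted in steps, was also unequal. For H2AK119Ub it was 9 to 10 at 0 h and 4 to 6 at 24 h, and for H3K27me3 it was 6 to 9 at 0 h and 6 at 24 h. Covered length therefore depends on library, depth and threshold as well as on the mark. The ratio of X to autosomal coverage within a list was made the main measure for that reason.

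From each list the covered length of the autosomes and of X was computed, with overlapping peaks merged. The X to autosome ratio is the covered share of X divided by the covered share of the autosomes in the same list. Chromosome lengths were taken as the largest coordinate in the gene table or the lists. Gene positions came from a RefSeq table of GRCm38.p6, the same assembly as mm10, for protein-coding and lncRNA genes. A gene region was the gene with 2 kb on each side, because the table has no strand. The design had named 2 kb upstream, so this departs from it. The value of a gene is the percent of its region covered by peaks. A gene was tested for a mark when at least 3 of the mark's libraries had a peak in its region. Peaks of 2 marks were compared on X against regions covered in at least 2 libraries of the other mark at the same time point.

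Covered length and ratios were compared on the log2 scale among the 3 time points with 2-sided exact permutation tests, first over all 3 and then by pairs. Benjamini-Hochberg adjustment was made over the 6 marks. Genes were tested in R 4.3.3 with limma 3.58.1, using the moderated F-test over the 3 time points with the trend and robust options. The threshold was a Benjamini-Hochberg adjusted p of 0.05. A passing gene is called higher or lower between 2 times when the unadjusted contrast p is also under 0.05. All adjusted p-values of genes below are from this limma test. Every library of a mark entered its fit, so the times share 1 estimate of the spread. The other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. The labels call the replicates biological, and they do not tie replicate numbers of different times to 1 animal.

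The genes named for a mark were the 10 X-linked and 8 autosomal genes with the largest difference between 24 and 0 h among genes past the threshold and called between those times, with predicted models of unknown function left out unless protein-coding. Where no X-linked gene passed, the 5 with the smallest p are given as values. Xist was named for every mark, and list members with the smallest p serve as examples of their list. The samples, the main tests, the named-gene rule and the alternative settings were fixed before the data were examined, except for the settings and tests that are said to have been chosen later.

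The 19 gene lists cover genes reported to escape X inactivation, the X-inactivation centre, X-linked immune, housekeeping, germline and neuronal genes, the X structural repeat loci, B cell identity, the TLR and NF-kB response, the interferon response, the plasma cell programme, the cell cycle, ribosome biogenesis and Myc targets (together called ribosome biogenesis where no member is named), Polycomb developmental targets, paternally and maternally expressed imprinted genes, and T cell, myeloid, and erythroid and stromal markers. They were written from background knowledge, also in advance. A list's mean was tested as above, with adjustment over the 19 lists of a mark, and its percentile was taken among 10000 random lists of the same size from the same chromosome class. List means were also divided by the autosomal covered percent of the same library, and this relative coverage was computed after the list means were seen. Its exact permutation p-values are not adjusted.

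Alternatives included other quantities, stricter lists, lists cut to an equal number of peaks, other gene regions, filters and scales, scaling by autosomal coverage, the replicate number as a block, and leaving out each library in turn. The limma test was checked on simulated data made from the tested genes of each mark. It recovered 43% to 73% of gene differences of 20 percentage points and 99% or 100% of those of 40, with 0 to 7 false calls per mark. These rates describe the simulated data and may not hold for the real data. Other splits of the real samples gave a median of 0 genes for every mark. The highest such counts were 4280 for H3K27me3, 1140 for H2AK119Ub and 1267 for H3K27ac. The permutation test gave p under 0.05 in 4.75% of simulated sets without a difference. Ighm, Mx1, Mx2 and Tsix have another biotype in the gene table and were left out of the lists. Results for some single genes are not reported here.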

Results

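Peaks of 6 chromatin features were mapped on the Cast allele of B cells at 0, 12 and 24 h of CpG stimulation. In a hybrid female that inherits the Xist deletion the X carrying it stays active, so the Cast X is the inactive one. This is background knowledge, the files do not say which animals carry the deletion, and the Cast X is taken as the inactive X on the assumption that all do. The libraries at 0, 12 and 24 h numbered 3, 3 and 4 for H3K27me3, 4, 3 and 5 for H2AK119Ub, and 4, 4 and 4 for H3K9me3. They numbered 3 at each time for H3K27ac, Suz12 and Ring1B. The sample titles spell the third mark differently from the antibody label, H3K9me3, which is used here. The mean number of peaks per list went from 5169 at 0 h to 23154 at 24 h for H3K27me3, from 2998 to 18202 for H2AK119Ub, from 5048 to 28564 for H3K9me3 and from 3825 to 11753 for H3K27ac. For Suz12 and Ring1B, whose lists hold a fixed top share of the signal blocks, it stayed between 24407 and 28863. The median overlap of lists from the same time point, as the covered bases shared over those in either list, was 0.525 for H3K27me3 and 0.432 for H2AK119Ub. It was 0.502 for H3K9me3, 0.477 for H3K27ac, 0.117 for Suz12 and 0.121 for Ring1B. Between lists of different time points the median was 0.300 for H3K27me3, 0.193 for H2AK119Ub, 0.356 for H3K9me3 and 0.437 for H3K27ac. There it was 0.0905 for Suz12 and 0.117 for Ring1B, whose lists overlapped little even within a time point. No list duplicated another.

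The first comparison asks whether the 2 Polycomb modifications on the inactive X change when B cells are stimulated. H3K27me3 covered 0.450% ± 0.580 of X at 0 h, 2.97% ± 1.84 at 12 h and 16.8% ± 3.73 at 24 h (SD, n = 3, 3 and 4). The 0 h mean rests largely on replicate 3, without which it was 0.116%, with a ratio to the autosomes of 0.0918. Its X to autosome ratio rose from 0.158 ± 0.118 (SD, n = 3) through 0.651 ± 0.266 (n = 3) to 1.73 ± 0.0390 (n = 4), a 13.2-fold difference between the geometric means at 0 and 24 h (exact permutation p = 0.000476 over the 3 times, adjusted p = 0.00143). H2AK119Ub covered 0.252% ± 0.111, 4.14% ± 1.37 and 11.6% ± 6.08 of X (SD), and its ratio rose from 0.156 ± 0.0205 (n = 4) through 0.785 ± 0.113 (n = 3) to 2.09 ± 0.483 (n = 5), a 13.2-fold difference of the same kind (exact permutation p = 3.61e-05, adjusted p = 0.000216). Both p-values are the smallest the design allows. Ranked by the covered share, X was chromosome 20 of 20 for both marks at 0 h and chromosome 1 of 20 for both at 24 h. On log2, the difference between 24 and 0 h was 3.72 for H3K27me3 and 3.73 for H2AK119Ub. For H3K27me3 the log2 difference was 0.22 (exact permutation p = 0.571) when equal numbers of peaks were taken by highest signal and counted, a setting chosen after the data were seen. For H2AK119Ub that value was 1.02 (exact permutation p = 0.00159).

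**Figure D1:**
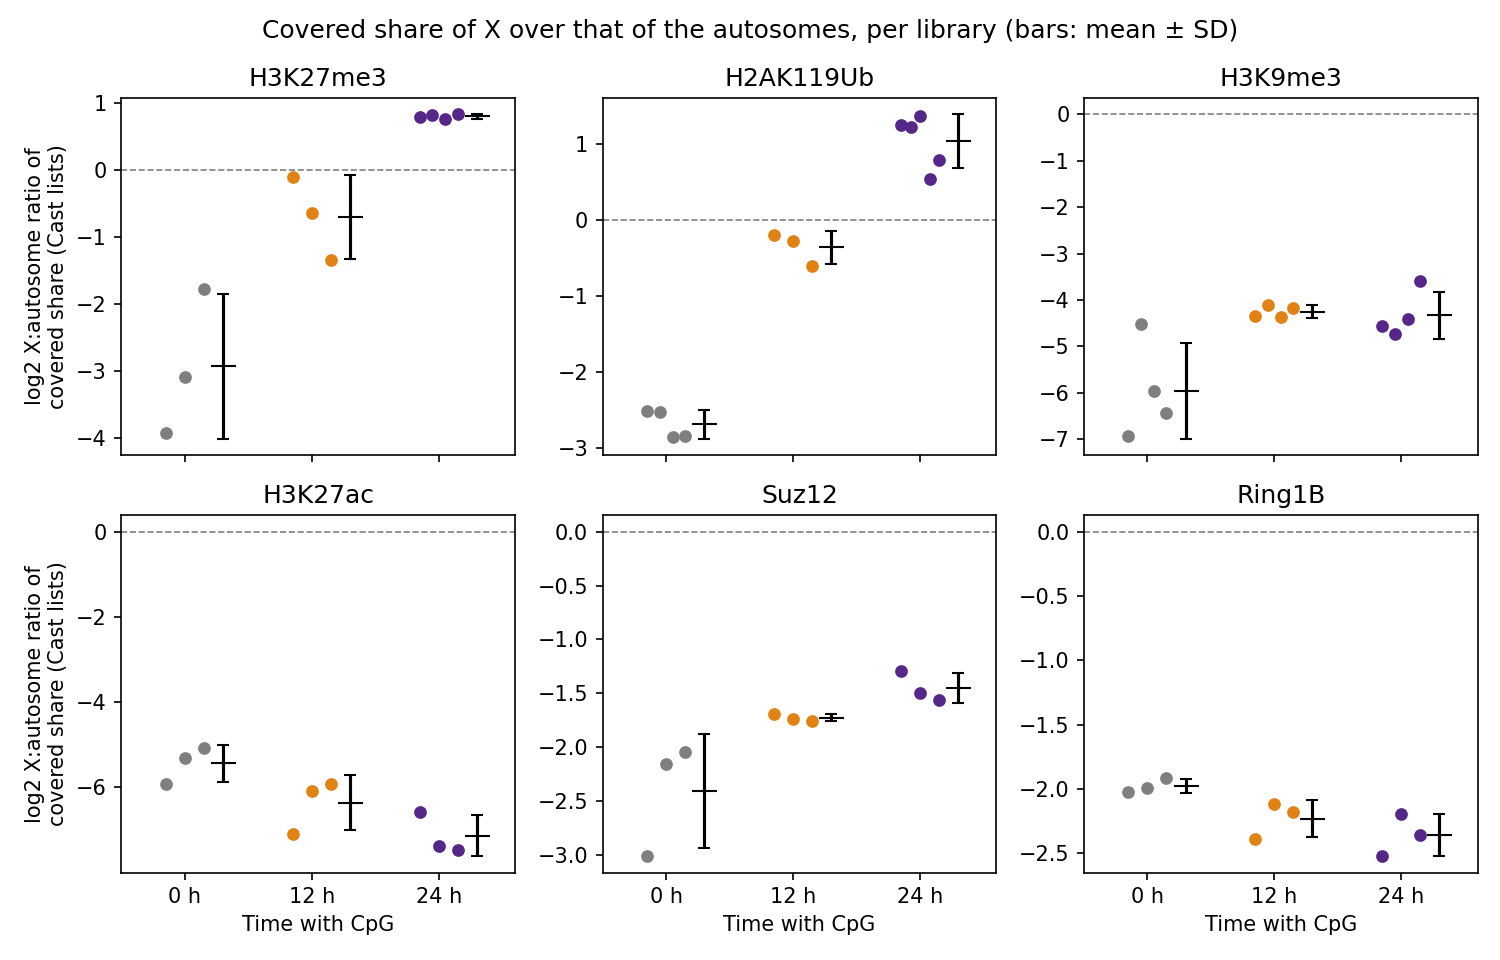
The log2 X to autosome ratio of covered length, by hours of CpG, is shown for each library of the 6 features, with mean ± SD. Every 24 h library of H3K27me3 and H2AK119Ub lies above every 0 h library.

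The autosomes also gained coverage. H3K27me3 covered 52.0 ± 36.8 Mb (SD, n = 3) of the autosomes at 0 h, or 30.7 Mb without replicate 3, 105 ± 25.4 Mb (n = 3) at 12 h and 238 ± 49.4 Mb (n = 4) at 24 h (log2 difference 2.39 between 24 and 0 h, exact permutation p = 0.00143). H2AK119Ub covered 39.1 ± 13.4, 128 ± 30.7 and 132 ± 58.2 Mb (SD; log2 difference 1.69, p = 0.00581 by the same exact permutation test). The 3 against 3 libraries compared between 12 and 0 h for H3K27me3 cannot give an exact p below 0.1, and the X to autosome ratio gave that p. The same step for H2AK119Ub, 4 libraries against 3, gave an exact permutation p of 0.0286, and 24 against 12 h gave 0.0179.

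Along X the gains fell in blocks. The bins of 1 Mb with most H3K27me3 at 24 h were 84 to 85 Mb, which holds part of Dmd and was 66.7% ± 7.45 covered (SD, n = 4), and 85 to 86 Mb, which holds Tab3 and Gk and was 66.0% ± 7.92 covered. The bin from 85 to 86 Mb was also the highest for H2AK119Ub, at 61.2%. Long stretches of X held no peak. Only 130 of the 171 bins of X had a Suz12 or Ring1B peak in at least 9 of the 18 libraries of those marks and were taken as readable, which is 76.0% against 92.3% to 98.0% on the autosomes. Bins below that limit included 24 to 31, 38 to 48 and 111 to 123 Mb. The rule was made after the profile was seen. In readable bins the H3K27me3 ratio went from 0.20 ± 0.149 (SD, n = 3) to 2.19 ± 0.0482 (n = 4) and that of H2AK119Ub from 0.197 ± 0.0260 (n = 4) to 2.64 ± 0.608 (n = 5). The level of X therefore depends on the bins that can be read, while the log2 differences there, 3.72 and 3.72, were like those of the whole X (exact permutation p = 0.000476 and 3.61e-05). Of the readable bins of X, 33 had no peak of either mark.

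**Figure D2:**
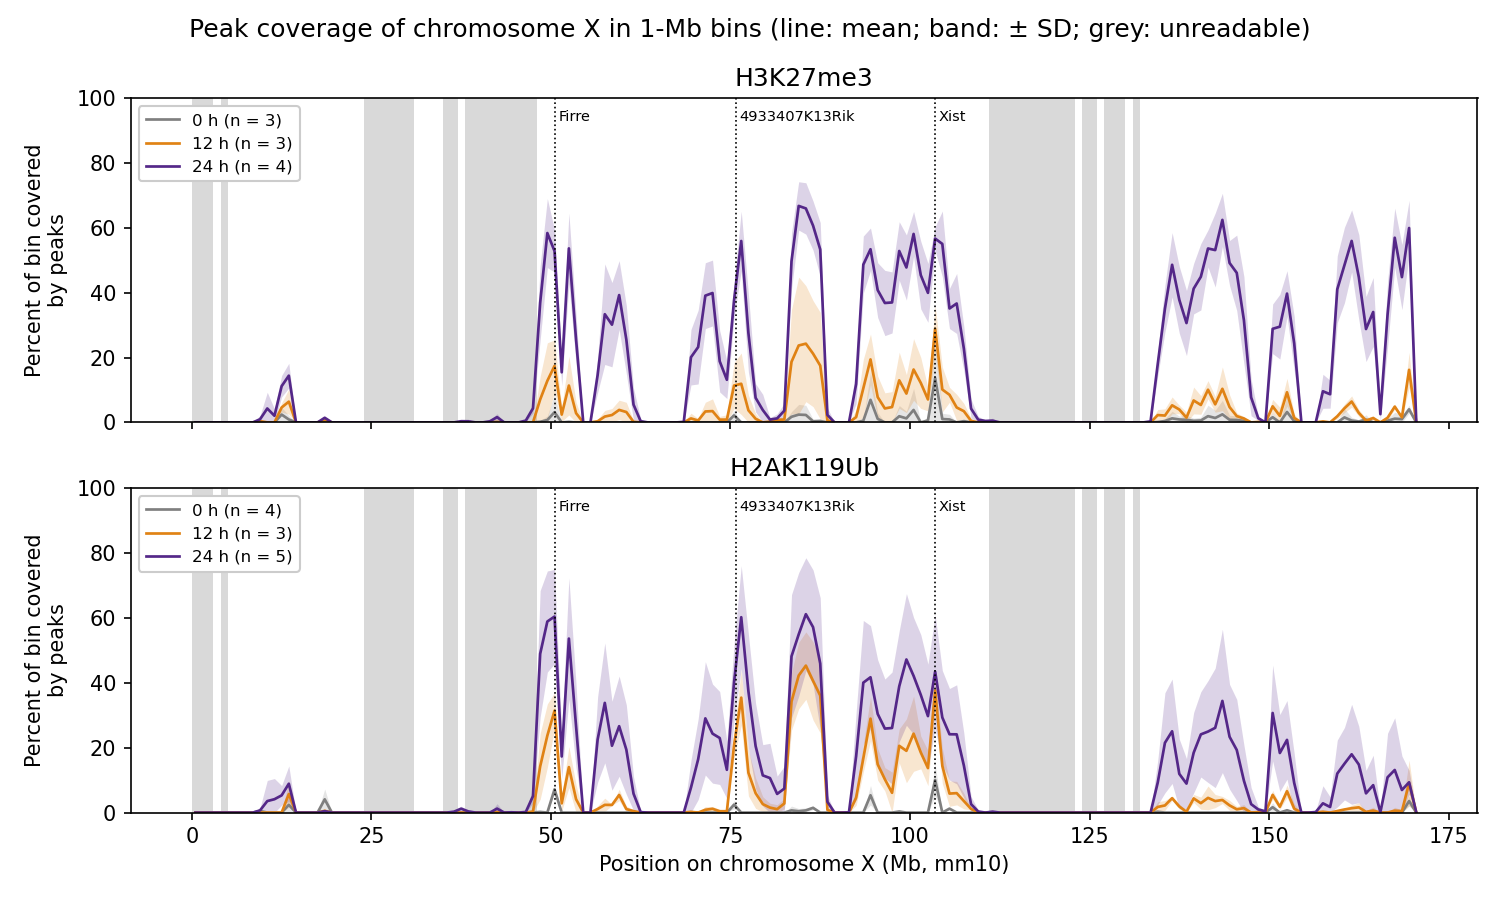
The percent of each 1 Mb bin of X covered by H3K27me3 and by H2AK119Ub peaks is plotted along mm10 coordinates in Mb, with the mean as a line, ± SD as a band, and bins taken as unreadable in grey. The gains at 24 h form separate blocks, among them one around 84 to 87 Mb.

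Single genes were asked the same question through the covered percent of their regions. H3K27me3 changed at 6771 of 11914 genes, with 6730 higher and 1 lower at 24 h than at 0 h. Of 500 X-linked genes tested, 416 rose, or 433 when adjusted over the list alone, meaning over X. At Lpar4 (X:106920625-106933899), a receptor gene, coverage went from 0% at 0 h through 16.6% ± 14.6 (SD, n = 3) to 95.4% ± 6.60 (n = 4; adjusted p = 0.000111). At Cdx4 (X:103321398-103330224), beside Xist, it went from 0% through 22.0% ± 22.7 to 91.2% ± 12.3 (adjusted p = 0.000637). At Tab3 (X:85573854-85634469), which codes for an adaptor of the NF-kB pathway, it went from 5.02% ± 8.69 to 91.5% ± 4.32 (adjusted p = 0.000636). The other X-linked genes with the largest differences were Olfr1324, Gm15266, Samt3, Itgb1bp2, Cox7b, Pramel and Cldn34b3, which reached 89.1% to 100% at 24 h. Among autosomal genes, Hrct1, Ccl12, Hba-x, Nr0b2, Olfr282, Olfr12, Ccl11 and Tslp went from 0% at 0 h to 100% at 24 h, with adjusted p from 2.26e-05 for Hrct1 to 0.000425 for Tslp. Olfr, Samt and Pramel genes have close copies, so the place of their reads is uncertain.

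Genes gained H3K27me3 while the whole autosomal coverage rose, and the median difference over tested genes was 28.9 percentage points, or 5.36 after each library was scaled by its autosomal coverage. After that scaling 2363 genes changed, 1903 of them higher and 447 lower at 24 h, and on X 280 were higher and 0 lower by the limma test. Gm15266, Cox7b and Cldn34b3 did not pass after scaling (adjusted p = 0.0586, 0.0502 and 0.170), nor did Ccl11 and Tslp (0.0716 and 0.0578). The differences of these 5 genes went from between 89.1 and 100 to between 53.8 and 61.5 percentage points, and their SD within time points from between 13.9 and 31.6 to between 20.5 and 31.7. In lists of equal length 414 genes were higher and 26 lower, and on X 23 of 83 tested were higher and 0 lower. On X 203 of 274 genes tested changed in stricter lists, and 147 of 500 with scaling together with the replicate block. The count over all genes was 4252 without replicate 1 and 4163 without replicate 2 of 0 h.

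H2AK119Ub changed at 4597 of 13845 genes, 4297 higher and 41 lower at 24 h than at 0 h. On X 235 of 495 genes changed, each of them higher at 24 h, and 274 when adjusted over the list alone. At Slc25a14 (X:48623418-48662298), a mitochondrial carrier gene, coverage went from 0% at 0 h through 51.7% ± 23.0 (SD, n = 3) to 76.5% ± 15.8 (n = 5; adjusted p = 0.00128). Cdx4 went from 0% through 58.9% ± 14.3 to 77.9% ± 33.6 (adjusted p = 0.00769), and Tab3 from 0% through 60.1% ± 7.43 to 76.2% ± 26.2 (adjusted p = 0.00246). The erythroid gene Alas2 (X:150547417-150570622) reached 78.7% ± 25.8 (adjusted p = 0.00180). The other named X-linked genes, Magea10, Cldn34b3, Olfr1324, Samt3, Olfr1321 and Tmsb15b1, reached 76.6% to 86.2% from 0%, and of these Olfr1321 did not pass after scaling (adjusted p = 0.0698), where its difference went from 83.3 to 78.7 percentage points and its SD within time points from 31.2 to 41.6. The autosomal genes Atoh7, Gp1bb, Hes6, AW011738, Prtn3, Septin5, Ccdc8 and Fut1 went from 0% to between 98.8% and 100%. Gp1bb and Septin5 overlap on chromosome 16, so their values are not separate. After scaling by autosomal coverage 5369 genes changed, 3983 higher and 1045 lower, and on X 280 were higher and 8 lower. In lists of equal length 418 genes were higher and 301 lower, and on X 23 were higher and 1 lower. The count on X was 128 without replicate 1, without replicate 3 or without replicate 4 of 0 h, 148 without replicate 2 of 0 h, and 369 without replicate 4 of 24 h. Over all genes it was 2477, 2459 and 2460 without replicates 1, 3 and 4 of 0 h.

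Xist (X:103460373-103483233), the gene whose RNA coats the inactive X, had no H3K27me3 or H3K9me3 peak in any library. Its H2AK119Ub coverage was 34.0% ± 24.4 (SD, n = 4) at 0 h, 5.16% ± 8.88 (n = 3) at 12 h and 11.7% ± 14.3 (n = 5) at 24 h, which did not pass (adjusted p = 0.144). After scaling by autosomal coverage the adjusted p was 0.0186, with the lower value at 24 h. Suz12 covered 11.7%, 3.68% and 6.35% of it (adjusted p = 0.728), and Ring1B 11.5%, 5.76% and 11.1% (adjusted p = 0.866). H3K27ac was present at Xist in 1 of 3 libraries at 12 h and in 1 of 3 at 24 h.

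The X-linked gene lists show which kinds of gene gained H3K27me3. Counts of rising genes, for every list and mark, are out of the members tested. Members without a peak in at least 3 libraries are left out of these counts. In full, the lists held 20 escape, 10 centre, 31 immune, 25 housekeeping, 28 neuronal, 33 germline and 3 structural members. Genes reported to escape X inactivation rose at 8 of 11 tested genes (9 adjusted over the list alone), among them Car5b, from 0% to 47.0% ± 7.99 (SD, n = 4; adjusted p = 0.000228), and Mid1, from 12.1% ± 2.33 to 65.9% ± 5.54 (adjusted p = 0.00102). Their list mean went from 1.15% through 3.63% to 14.2% ± 3.55, and its percentile among random X-linked lists fell from 83.6 to 17.0. The X-inactivation centre rose at 5 of 7 genes (6 adjusted over the list alone), with Tsx at 89.1% ± 8.86 and Chic1 at 92.3% ± 3.71 at 24 h, and its mean went from 10.1% through 29.4% to 56.1% ± 4.78. Immune genes rose at 13 of 14 genes (13 adjusted over the list alone), such as Tlr7, the receptor of single-stranded RNA, from 0% to 69.4% ± 3.35 (adjusted p = 0.000223), and Tsc22d3, from 0% to 45.0% ± 10.9. Their mean went from 1.22% to 20.7% ± 5.88. Housekeeping genes rose at 10 of 11 (10 adjusted over the list alone), such as Smc1a, which reached 71.0% ± 14.6, and Taf1, which reached 67.4% ± 13.6, with a mean that went from 0% to 25.5% ± 7.54. Neuronal and developmental genes rose at 16 of 19 (17 adjusted over the list alone), such as Pak3, which reached 73.8% ± 5.51. Their mean reached 35.2% ± 6.80, at percentile 99.8 of random X-linked lists. Germline families rose at 5 of 7 (5 adjusted over the list alone), such as Tex11 at 60.5% ± 7.06, but their mean was 7.26% ± 3.74 at percentile 0.06, and most of their members have close copies. Of the structural repeat loci, Gm35612 rose to 50.0% ± 11.8 (adjusted p = 0.0234), while Firre at 15% ± 4.18 (adjusted p = 0.0518) and 4933407K13Rik at 24.6% ± 11.8 (adjusted p = 0.0861) did not pass, and 2 passed when adjusted over the list alone. All 7 X-linked list means passed the exact permutation test over the 3 times (adjusted p from 0.00302 to 0.0305). Relative to autosomal coverage the means of all 7 lists were still higher at 24 h than at 0 h, but the centre (exact permutation p = 0.142) and the structural loci (p = 0.657) did not pass.

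H2AK119Ub rose at 2 of 15 escape genes (0 adjusted over the list alone), Bgn, which reached 34.2% ± 24.5 (SD, n = 5), and Ogt, which reached 26.1% ± 16.5. The escape list mean was 12.1% ± 5.30 (n = 4), 10.3% ± 2.14 (n = 3) and 16.7% ± 8.94 (n = 5), with an exact permutation p of 0.421, and relative to autosomal coverage it dropped from 7.42 to 2.96 (exact permutation p = 0.00253). The difference between the 2 marks was not tested. At Kdm6a the mark went from 29.2% ± 24.3 to 2.47% ± 1.39 (adjusted p = 0.0588). The X-inactivation centre rose at 4 of 9 genes (4 adjusted over the list alone), such as Chic1, from 5.42% ± 10.8 to 76.0% ± 12.9 (adjusted p = 0.000851), and its mean went from 18.5% through 39.9% to 48.3% ± 17.2, but relative to autosomal coverage it was 11.3 at 0 h and 9.32 at 24 h and did not pass (exact permutation p = 0.247). Immune genes rose at 6 of 14 (6 adjusted over the list alone), such as Sash3 at 71.7% ± 35.3 and Cd40lg at 56.4% ± 24.9, with a mean at 24 h of 16.7% ± 10.1. Housekeeping genes rose at 7 of 14 (7 adjusted over the list alone), such as Phf6 at 59.5% ± 23.5, with a mean of 20.0% ± 11.5. Neuronal genes rose at 11 of 19 (13 adjusted over the list alone), such as Gpc3 at 69.9% ± 17.2, with a mean of 22.2% ± 11.4, and germline families at 2 of 7 (2 adjusted over the list alone), Usp26 and Tex11, with a mean of 6.90% ± 5.42. At Firre the mark was high throughout, with 74.4% ± 2.31, 73.0% ± 2.20 and 69.8% ± 11.7 (adjusted p = 0.826), while Gm35612 beside it went from 12.1% ± 10.7 to 70.5% ± 9.83 (adjusted p = 0.00237), the 1 of 3 structural loci to rise (1 adjusted over the list alone). The mean of the structural loci rose from 39.4% to 59.4% ± 9.85 and dropped from 25.9 to 12.4 relative to autosomal coverage (exact permutation p = 0.00343). The immune, housekeeping, neuronal and germline means rose relative to autosomal coverage too (exact permutation p from 3.61e-05 to 0.00671). The adjusted p of the 6 X-linked list means other than the escape list was 0.0160 to 0.0316 by the exact permutation test.

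**Figure D3:**
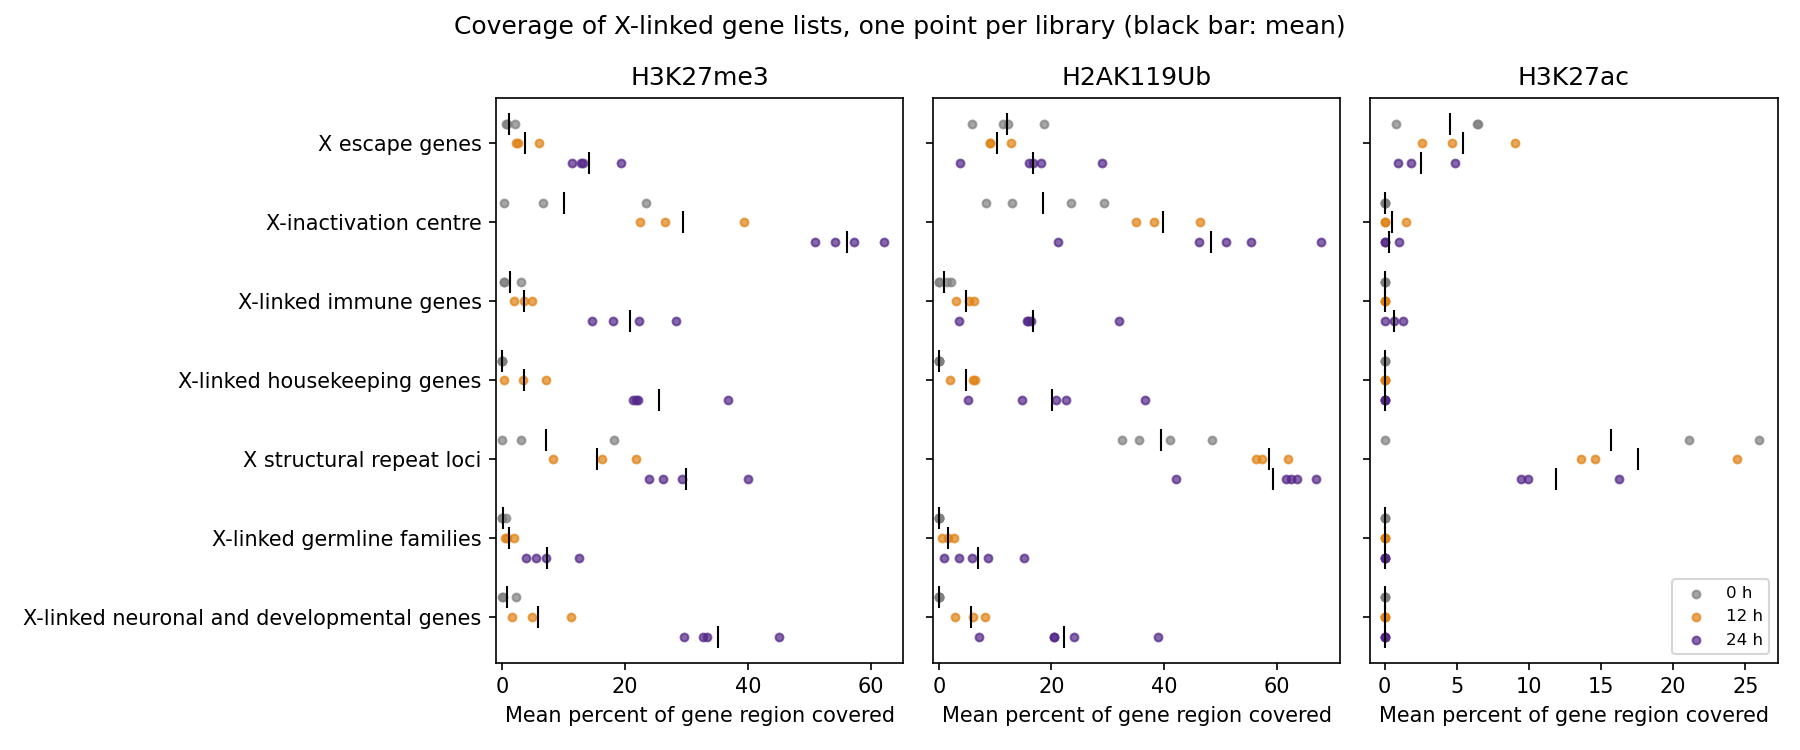
Each point is the mean percent of gene regions covered in 1 library, for 7 X-linked gene lists by hours of CpG, for H3K27me3, H2AK119Ub and H3K27ac. H3K27me3 is highest at 24 h on average in every list, while H2AK119Ub on escape genes overlaps between times.

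The autosomal lists place B cell genes beside genes silent in B cells. In full they held 19 B cell identity, 31 TLR, 18 interferon, 12 plasma cell, 24 cell cycle and 24 ribosome biogenesis members. The others held 39 Polycomb target, 20 paternal, 20 maternal, 18 T cell, 16 myeloid, and 14 erythroid and stromal members. B cell identity genes had no H3K27me3 at any time (0 of 19 tested), whereas H2AK119Ub rose at 4 of 7 tested (6 adjusted over the list alone). Spib, which codes for a B cell transcription factor, went from 0% through 65.0% ± 45.6 (SD, n = 3) to 96.9% ± 6.87 (n = 5; adjusted p = 0.00187), and Fcmr reached 40.7% ± 16.6, Cd37 58.3% ± 37.7 and Pax5 11% ± 8.11. The mean of the list went from 0% through 6.56% to 17.2% ± 8.77 (exact permutation adjusted p = 0.0160). The TLR and NF-kB response gained H2AK119Ub at 9 of 22 genes (11 adjusted over the list alone), such as Batf, from 0% to 56.2% ± 15.3 (adjusted p = 0.000522), and Nfkb2, from 0% to 70.1% ± 23.9, and its mean rose from 4.37% through 16.6% to 31.3% ± 14.9 (exact permutation adjusted p = 0.0160). The means of both lists also rose relative to autosomal coverage (exact permutation p = 0.000144 and 0.00444). H3K27me3 rose at 5 of 8 TLR genes (5 adjusted over the list alone), among them Il6, from 0% to 70.5% ± 15.1 (n = 4; adjusted p = 0.000253), though the list mean relative to autosomal coverage did not pass (exact permutation p = 0.965).

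Interferon response genes gained H3K27me3 at 3 of 4 (4 adjusted over the list alone) and H2AK119Ub at 2 of 12 (3 adjusted over the list alone). Isg15, which codes for a ubiquitin-like protein, reached 76.0% ± 20.1 of H3K27me3 (SD, n = 4; adjusted p = 0.00152) and 96.6% ± 7.61 of H2AK119Ub (n = 5; adjusted p = 5.55e-05). In the plasma cell programme H3K27me3 rose at 3 of 4 genes (4 adjusted over the list alone), with Ell2 from 0% to 13.6% ± 2.01 and Prdm1 from 11.3% ± 8.18 to 50.0% ± 12.6 (adjusted p = 0.00524), and H2AK119Ub at 2 of 5 (3 adjusted over the list alone), with Fkbp11 from 0% to 80.3% ± 29.1. In the cell cycle list H3K27me3 rose at 2 of 2, Ccna2 and Rrm2 (2 adjusted over the list alone), and H2AK119Ub at 2 of 15 (3 adjusted over the list alone), Cdk4, which reached 85.9% ± 16.2, and Plk1. Mcm5 carried H2AK119Ub only at 12 h, at 17.2% ± 2.01. In the list of ribosome biogenesis and Myc targets H3K27me3 rose at Npm1 alone of 2 (1 adjusted over the list alone), and H2AK119Ub at Ldha alone of 9 (1 adjusted over the list alone). The means of these 4 lists passed for H3K27me3 (exact permutation adjusted p = 0.00411, 0.00362, 0.0305 and 0.0437), and the first 3 for H2AK119Ub (0.0108, 0.0160 and 0.0103), with ribosome biogenesis at 0.0644. The interferon and ribosome biogenesis means did not pass for H3K27me3 relative to autosomal coverage (exact permutation p = 0.420 and 0.163), while those of the plasma cell programme and the cell cycle did (p = 0.000952 and 0.00143). For H2AK119Ub on the same relative scale the cell cycle mean passed (exact permutation p = 0.00462) and those of the interferon response, the plasma cell programme and ribosome biogenesis did not (p = 0.176, 0.0990 and 0.0516).

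Polycomb developmental targets had the highest mean of both marks among the autosomal lists. Their H3K27me3 mean went from 39.6% ± 22.9 (SD, n = 3) through 55.3% ± 6.19 to 77.5% ± 4.11 (n = 4; exact permutation adjusted p = 0.0278), with 20 of 38 genes higher (16 adjusted over the list alone), such as Hoxd9, from 0% to 58.5% ± 20.7. Their H2AK119Ub mean went from 35.0% ± 4.76 through 51.4% to 55.1% ± 11.8 (exact permutation adjusted p = 0.0294), with 10 of 35 higher (10 adjusted over the list alone), such as Olig2, from 47.6% ± 0.758 to 97.5% ± 5.51. Relative to autosomal coverage both means fell, from 20.1 to 8.22 for H3K27me3 (exact permutation p = 0.0257) and from 23.1 to 11.3 for H2AK119Ub (p = 0.00570). Regions near full coverage at 0 h cannot rise with the autosomes, which limits this comparison.

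With Cast fathers, the Cast allele read here is the paternal one for every mark. Maternally expressed imprinted genes are thus read on the copy expected to be silent, and paternally expressed ones on the copy expected to be active. Paternally expressed imprinted genes gained H3K27me3 at 5 of 11 (4 adjusted over the list alone), such as Igf2 at 47.5% ± 13.9 (SD, n = 4), and H2AK119Ub at 2 of 11 (2 adjusted over the list alone), Peg13 and Kcnq1ot1. Maternally expressed ones gained H3K27me3 at 10 of 14 (10 adjusted over the list alone), such as Rian, from 4.57% ± 7.91 to 64.1% ± 14.2 (adjusted p = 0.000839), and H2AK119Ub at 5 of 13 (6 adjusted over the list alone), such as Ascl2 at 68.8% ± 32.7. T cell markers gained H3K27me3 at 7 of 10 (7 adjusted over the list alone), such as Cd247 and Cd3e, and H2AK119Ub at 6 of 14 (8 adjusted over the list alone), such as Thy1 at 70.6% ± 22.8. Myeloid markers gained them at 7 of 9 (7 adjusted over the list alone) and 7 of 12 (7 adjusted over the list alone), such as Mpo and Lyz2, and erythroid and stromal markers at 5 of 8 (5 adjusted over the list alone) and 6 of 8 (8 adjusted over the list alone), such as Hba-a1 and Klf1. The means of these 5 lists passed for H3K27me3 (exact permutation adjusted p from 0.00302 to 0.0204) and, except for the paternal list at 0.0542, for H2AK119Ub (0.0103 to 0.0160). Relative to autosomal coverage the maternal mean of H3K27me3 fell from 5.91 to 3.24 (exact permutation p = 0.00381) and the paternal mean of H2AK119Ub from 3.29 to 1.99 (p = 0.0175). The erythroid and stromal means of H3K27me3 and H2AK119Ub and the T cell mean of H2AK119Ub rose (exact permutation p = 0.00762, 0.000577 and 0.00188). The paternal, T cell and myeloid means of H3K27me3 (exact permutation p = 0.45, 0.786 and 0.239) and the maternal and myeloid means of H2AK119Ub (p = 0.514 and 0.132) did not pass.

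H3K9me3, a mark of repeat-rich heterochromatin, was sparse on X. Its X to autosome ratio was 0.0199 ± 0.0162 (SD, n = 4) at 0 h, 0.0528 ± 0.00481 (n = 4) at 12 h and 0.0523 ± 0.0205 (n = 4) at 24 h (log2 difference 1.63 between 24 and 0 h, exact permutation p = 0.0175 over the 3 times, adjusted p = 0.0262), and 24 against 0 h alone gave an exact permutation p of 0.0857. Without replicate 2 of 0 h the ratio at 0 h was 0.0120. With lists of equal length the difference was -1.02 (exact permutation p = 0.0649), from 2 or 3 X peaks per library. Equal numbers of peaks taken by highest signal and counted, a setting chosen after the data were seen, gave 2.65 (exact permutation p = 0.000519), from 3 to 8 X peaks per library at 0 h and 20 to 35 at 24 h. Weighting by signal, also chosen later, gave 0.36 (exact permutation p = 0.187). The autosomes went from 71.8 through 194 to 231 Mb (log2 difference 1.94, exact permutation p = 0.000173). The mark changed at 1219 of 2332 genes, 1198 higher and 0 lower at 24 h than at 0 h, and 4 of 12 X-linked genes were higher (4 adjusted over the list alone). Magea8 (X:154985775-154995850) went from 3.92% ± 7.85 through 55.6% ± 11.7 to 53.4% ± 6.30 (adjusted p = 0.000561), and Magea3 and Gm15128 reached 34.2% ± 10.1 and 10.2% ± 1.80 at 24 h. Ssxb7 went from 0% through 37.7% ± 9.66 to 16.9% ± 11.4, so its mean was highest at 12 h. All but Gm15128 are of multicopy germline families. Gm15128 did not pass after scaling (adjusted p = 0.0634), where its difference went from 10.2 to 7.39 percentage points and its SD within time points from 3.82 to 3.33.

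The autosomal genes with the largest H3K9me3 differences were Olfr617, Olfr441, Ptprtos, LOC115486415, Olfr618, Tas2r120, Gm9789 and Gm20594, which went from 0% to between 86.2% and 100%. After scaling by autosomal coverage 776 genes changed, 735 of them higher. In lists of equal length limma called 0 of 426 genes, with 53 at an unadjusted p under 0.05. Of the gene lists the paternally expressed imprinted genes passed (mean 0.834%, 1.78% and 2.01% ± 0.124, exact permutation adjusted p = 0.00658, n = 4 at each time), with Snrpn higher, from 3.17% ± 2.81 to 18.3% ± 1.71 (adjusted p = 0.00289), as 1 of 2 (1 adjusted over the list alone). Relative to autosomal coverage that mean did not pass (exact permutation p = 0.951). In the interferon list Ifi44 reached 41.7% ± 11.9 (adjusted p = 0.0196), the 1 of 1 tested (1 adjusted over the list alone), and the list mean did not pass (exact permutation adjusted p = 0.130), though relative to autosomal coverage it did (p = 0.0222). The other 17 lists did not pass, and B cell identity and 10 others stayed at 0% throughout.

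H3K27ac, a mark of active regulatory regions, covered little of X, 0.0411% at 0 h, 0.0454% at 12 h and 0.0279% at 24 h, or 0.0151% at 24 h without replicate 1. Its X to autosome ratio was 0.0238 ± 0.00664, 0.0129 ± 0.00494 and 0.00740 ± 0.00265 (SD, n = 3 each), a log2 difference of -1.70 (exact permutation p = 0.0429, adjusted p = 0.0464). The p was 0.0643 without replicate 2 of 0 h, 0.0750 without replicate 3 of 0 h, 0.0607 without replicate 2 of 12 h, and 0.0893 without replicate 2 or replicate 3 of 24 h (exact permutation). The difference was -1.0 with the number of peaks (exact permutation p = 0.0857). It was -0.33 and did not pass with equal numbers of peaks by highest signal, a setting chosen later that held 1 or 2 X peaks per library. The X-linked genes seen most often were Firre and 4933407K13Rik, with a peak in 8 of 9 libraries each, Ddx3x and Kdm6a, in 7 each, and 5530601H04Rik, in 5. No X-linked gene passed by limma, over X alone or over all genes, and 0 of the 5 tested were under an unadjusted p of 0.05. Kdm6a had 25.1% ± 10.3, 21% ± 15 and 6.71% ± 11.6 (adjusted p = 0.417). Firre had 32.5% ± 29.4, 37.8% ± 10.8 and 25.2% ± 9.87 (adjusted p = 0.788), Ddx3x 18.5%, 24.5% and 11.5%, 5530601H04Rik 14.8%, 6.58% and 4.17%, and 4933407K13Rik 14.5%, 13.7% and 10.4%. Btk, which signals from the B cell receptor and is named after its values were seen, had a peak in 2 of 3 libraries at 24 h and in none before. The escape list averaged 4.54%, 5.45% and 2.54% and the structural loci 15.7%, 17.5% and 11.9% (exact permutation adjusted p = 0.720 and 0.998), and the centre, immune, housekeeping, germline and neuronal lists averaged under 1% at every time.

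On the autosomes H3K27ac covered 38.9, 85.5 and 84.3 Mb (exact permutation p = 0.132). It changed at 136 of 9342 genes, 135 higher and 0 lower at 24 h than at 0 h. The named genes were Ppia, Tlnrd1, Snhg3, Rpl3, Derl3, Gadd45b, Rps12 and Rpl14, which went from 0% at 0 h to between 89.2% and 100% at 24 h (adjusted p from 0.0145 to 0.0449). Of the TLR and NF-kB response 2 of 27 rose (3 adjusted over the list alone), the chemokine gene Ccl3, from 0% to 88.8% ± 19.4 (SD, n = 3; adjusted p = 0.0246), and the cytokine gene Il10, from 0% to 86.9% ± 10.5 (adjusted p = 0.0438). Of the plasma cell programme Xbp1 rose from 0% to 84.4% ± 13.6 (adjusted p = 0.0290), 1 of 10 (1 adjusted over the list alone), of ribosome biogenesis and Myc targets Gnl3, 1 of 18 (1 adjusted over the list alone), and of the paternally expressed imprinted genes Zrsr1, 1 of 5 (1 adjusted over the list alone). The calls are fragile. None passed by limma after scaling by autosomal coverage (2206 at an unadjusted p under 0.05, smallest adjusted p of the 135 genes 0.0871), and 0 passed without replicate 2 or replicate 3 of 0 h, without replicate 1 of 12 h or without replicate 3 of 24 h. The count was 9 without replicate 1 of 0 h, 725 without replicate 2 of 12 h, and 278 and 276 without replicates 1 and 2 of 24 h. In lists of equal length 38 genes were higher and 66 lower.

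H3K27ac by list had B cell identity genes at 57.0% ± 26.6, 86.6% ± 5.57 and 80.6% ± 11 (SD, n = 3 each), with 0 of 19 passing by limma (0 adjusted over the list alone), and the TLR and NF-kB response at 24.5%, 49.4% and 48.7%. Markers of other cells stayed low, with T cell markers at 3.66%, 6.11% and 5.32%, myeloid markers at 4.82%, 7.28% and 7.18%, and erythroid and stromal markers at 3.23%, 7.45% and 6.78%. The cell cycle list had 3.40%, 13.9% and 20.3% (0 of 12 passing, 6 adjusted over the list alone), ribosome biogenesis 4.71%, 20.1% and 26.8%, the plasma cell programme 17.1%, 36.3% and 36.6%, and the interferon response 5.43%, 14.3% and 14%. The paternally expressed imprinted genes had 2.97%, 7.14% and 7.02% and the maternally expressed ones 3.05%, 6.10% and 6.47%. Polycomb targets had 0% throughout. No list mean passed (smallest exact permutation adjusted p = 0.231). The cell cycle mean relative to autosomal coverage rose from 2.27 to 6.03 and that of ribosome biogenesis from 2.32 to 8.09 (exact permutation p = 0.00357 each, the smallest possible), and none of the other 17 lists passed.

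Suz12 and Ring1B were used to ask whether the peaks of Polycomb subunits move with the marks. The low overlap between their lists limits what they can show. The Suz12 ratio of X to autosomes was 0.197 ± 0.0637, 0.302 ± 0.00681 and 0.367 ± 0.0360 (SD, n = 3 each), a log2 difference of 0.96 (exact permutation p = 0.00357, adjusted p = 0.00714). The Ring1B ratio was 0.254 ± 0.00988, 0.214 ± 0.0207 and 0.196 ± 0.0223, a log2 difference of -0.38 (exact permutation p = 0.0464, adjusted p = 0.0464), and its p was 0.0571 to 0.118 when any 1 library was left out, except for replicate 1 of 12 h and replicate 2 of 24 h. With a common lowest signal, a setting chosen after the data were seen, the Ring1B difference was -1.22 (exact permutation p = 0.0179). The Suz12 difference in that setting was only 0.25. Its libraries of 0 and 24 h overlapped there and those of 12 h were higher, so a Suz12 rise between 0 and 24 h was not shown in that setting. Autosomal coverage was 70.6, 67.8 and 57.8 Mb for Suz12 and 68.7, 79.2 and 68.5 Mb for Ring1B (exact permutation p = 0.121 and 0.711). Limma called 0 of 18049 genes for Suz12 (1582 at an unadjusted p under 0.05), and on X 0 of 187 (17 unadjusted). The X-linked genes with the smallest p were Stk26, Chst7, Yipf6, Bcor and Arr3, and Bcor, a Polycomb co-repressor gene, had 5.72% ± 3.73, 1.51% ± 2.62 and 24.5% ± 9.65 (adjusted p = 0.286). None of the 19 lists passed for Suz12 (smallest exact permutation adjusted p = 0.0679, for X-linked germline families and ribosome biogenesis), and its Polycomb targets averaged 46.6%, 35.7% and 55.0%. The X-linked immune mean relative to autosomal coverage was higher at 24 h than at 0 h and the TLR and ribosome biogenesis means were lower (exact permutation p = 0.0107, 0.0393 and 0.00357).

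Ring1B changed at 15 of 17641 genes, 14 higher at 24 h than at 0 h and 1 lower (Lst1 on chromosome 17, named after its value was seen). Insm1 (2:146221997-146225020), which codes for a neuroendocrine factor, went from 0% through 8.69% ± 15.1 to 77.9% ± 14.7 (SD, n = 3 each; adjusted p = 0.0485). Dmrta2os, Fezf1, Gpr25, Foxf2, Ydjc, Marcksl1 and Gm36079 reached 33.4% to 67.8% (adjusted p from 0.0461 to 0.0480). With any 1 library left out the count was 0 to 2, and after scaling by autosomal coverage 57 were higher and 13 lower. On X limma called 0 of 153 genes (14 at an unadjusted p under 0.05, 3 adjusted over the list alone), and among the smallest p were those of 2010308F09Rik, Bcor, Gm52451 and Tceal3, with Bcor at 1.01% ± 0.874, 0% and 13.9% ± 3.22 (adjusted p = 0.0867). Of the others, 2010308F09Rik was higher at 24 h, at 13.5% ± 2.31 against 0% at 0 h. Gm52451 and Tceal3 were lower, at 0% against 55.0% ± 15.8 and 2.57% ± 0.641. Of the lists, the cell cycle mean rose from 10.5% ± 0.191 through 12.7% ± 0.375 to 17.8% ± 1.52 and the X-linked germline mean went from 1.46% through 2.76% to 0.796% (exact permutation adjusted p = 0.0339 each), and both passed relative to autosomal coverage (exact permutation p = 0.0286 and 0.00714). The B cell identity mean was 10.4%, 12.0% and 20.5%, the TLR mean 10.5%, 13.1% and 21.4%, and the Polycomb target mean 30.1%, 24.0% and 44.9% (exact permutation adjusted p = 0.0679 each), with 8 of 32 Polycomb targets passing when adjusted over the list alone and 0 over all genes. The other 14 lists did not pass either. The B cell identity mean did pass relative to autosomal coverage (exact permutation p = 0.0321).

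The last comparison asks whether the marks on X lie where the peaks of Suz12 and Ring1B are. It is limited too by the low overlap between the lists of these subunits. At 0 h a mean of 7.01% of H3K27me3 peak bases on X lay in Suz12 regions, and 0.748% and 0.733% did at 12 and 24 h. The 0 h mean rests largely on replicate 1, as the replicates had 13.8%, 5.19% and 2.08%. Relative to the share of X those regions cover, the log2 enrichment fell from 4.99 ± 1.36 (SD, n = 3) through 1.84 ± 0.409 (n = 3) to 1.75 ± 0.209 (n = 4), a difference of -3.24 (exact permutation p = 0.0133), or -2.55 without replicate 1 and -3.91 without replicate 3 of 0 h. For H2AK119Ub in Ring1B regions the shares were 22.9%, 1.32% and 0.756%, and the log2 enrichment fell from 6.59 ± 0.491 (n = 4) through 2.87 ± 0.385 (n = 3) to 2.15 ± 0.597 (n = 5), a difference of -4.45 (exact permutation p = 0.000253). With regions covered in any library of the other mark the differences were smaller, -1.79 and -2.38, both still past the threshold of the exact permutation test. An enrichment must fall as a mark spreads over more of X than the regions hold. Of H3K27ac peak bases on X, 0%, 0.530% and 5.89% lay in H3K27me3 regions, which covered 0.150%, 2.09% and 19.1% of X, and no test was made of these values.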

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

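The tests of list length, of lowest signal and of called peaks merging for H3K27me3 and H2AK119Ub, the test of undersampling, the list-length test of H3K9me3, which replaced one on lists taken by total signal, and all counts of other splits of the samples were chosen only after their results were seen, and the rules that read the weak-signal merging test of H2AK119Ub and the list-length test of H3K27ac were changed to leave the matter open after theirs were, as was the reading of splits with a real count of 0.

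The X to autosome ratio of H3K27me3 and H2AK119Ub rose 13.2-fold each between 0 and 24 h. Against the number of peaks per list as the whole cause, lists of equal length, ranked by total signal, still gave log2 differences of 3.54 and 3.65 (exact permutation p = 0.000476 and 7.22e-05). Equal numbers ranked by highest signal and counted gave less, 0.22 and 1.02, and are taken up below. Against the lowest signal kept, counted in steps, a common minimum of 11 steps gave 3.86 and 3.67 (exact permutation p = 0.000952 and 7.22e-05). Depth is unknown, so 11 steps need not be an equal threshold in every library. A difference in threshold relative to depth was not tested and stays open. Too few X reads at 0 h with any antibody would tend to raise every ratio later. Those of H3K9me3 (1.63) and Suz12 (0.96) did rise, but by less. That of Ring1B did not (-0.38, and -0.46 to -0.30 with any 1 library left out). Nor did that of H3K27ac (-1.70, and -1.98 to -1.52), from 2 to 8 X peaks per library at 0 h and 5 to 19 at 24 h. A rise shared by all antibodies was therefore not seen. Undersampling stays open, because lists called with different settings and lowest signals need not rise alike. Against called peaks merely merging into longer ones, which lowers their number, the ratio of peak numbers in whole lists rose by 3.78 and 3.71 on log2 (exact permutation p = 0.000476 and 3.61e-05). Merging of weak neighbouring signal into blocks large enough to be called stays open, since counting equal numbers of peaks by highest signal left 0.22 (SE 0.268) for H3K27me3, which shows the added X peaks were not among the tallest, while the 1.02 (SE 0.152) of H2AK119Ub lies too near the bound of 1 to tell merging from gain. Also open for H3K27me3 is the authors' processing, as the signal step of its lists was 1 at 24 h alone. Of the log2 difference of 3.72, 2.22 lay between 0 and 12 h, when no list had a step of 1, so the change to that step can bear only on the 1.50 between 12 and 24 h, where the design does not part it from the stimulation. The step was 1 at every time for H2AK119Ub, so a change of step is no explanation of its rise. The stimulation itself stays open for both marks.

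The X to autosome ratio of H3K9me3 was higher at 24 h than at 0 h (log2 difference 1.63). The exact permutation p was 0.0175 over the 3 times but 0.0857 for 24 against 0 h alone. Against list length as the whole cause, equal numbers of peaks taken by highest signal and counted gave 2.65 (SE 0.376, exact permutation p = 0.000519). That value also rests on few X peaks, 3 to 8 per library at 0 h against 20 to 35 at 24 h. Lists of equal length taken by total signal gave -1.02 (exact permutation p = 0.0649) but held 2 or 3 X peaks each, too few to decide. Weighting by signal, a setting chosen after the data were seen, gave 0.36 (exact permutation p = 0.187). Which peaks are kept and how they are weighted therefore matters to this rise. List length is thus argued against only for peaks ranked by highest signal. The stimulation stays open as an untested biological explanation.

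H3K27ac coverage rose at 135 genes between 0 and 24 h. Of these, 6, or 4.44%, were called higher in lists of equal length, a share that met the bound written in advance for list length as the cause, but only 17 of the 135 could be tested there and all 17 had a positive difference, so this cannot be told apart from a gain. Scaling by autosomal coverage ended the calls while the median difference of these genes went only from 65.3 to 58.3 percentage points, because their median SD within time points grew from 8.10 to 15.6. Stimulation, list length and the grouping of the samples all stay open, since 7 of 100 splits of the samples, the real one included, gave as many genes, and the highest other split gave 1267 against the real 136. What gave that split so many genes was not tested.

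Chance was made unlikely, though not excluded, for H3K27me3. There 1 of 100 splits, the real one, gave 6771 genes and the highest other 4280. On X 1 of 100 gave 416 and the highest other 304. With 100 splits, no share below 1 of 100 can be seen. Chance was likewise made unlikely for H2AK119Ub. There 1 of 100 gave 4597 and the highest other 1140, and on X 1 of 100 gave 235 and the highest other 106. The same held for H3K9me3. There 1 of 100 gave 1219 and the highest other 376, and on X 1 of 100 gave 4 and the highest other 0. For Ring1B 4 of 100 splits gave as many genes as the real 15, and the highest other gave 15. For Suz12, for Suz12 on X, for Ring1B on X and for H3K27ac on X the real count was 0, a count that all 100 splits reach whatever the data, so these splits decide nothing.

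Single libraries stood apart from the others of their group in 22 of 104 groups tested, where chance alone would give about 1 in 20. Groups of 3 libraries were not tested this way. Many of these genes lie at 0% or 100% in most libraries, so that any other value stands apart. H3K27me3 at 24 h had 1 library with a lower coverage of Samt3 (99.3%), Cox7b (69.1%) and Cldn34b3 (56.4%). H2AK119Ub at 24 h had 1 with less at Olfr1324 (20.1%), Samt3 (33.7%), Tmsb15b1 (60.9%), Tab3 (30.5%), Hes6 (99.2%), AW011738 (97.3%), Prtn3 (96.8%), Septin5 (95.6%) and Ccdc8 (94.7%). H3K9me3 had 1 library at 0 h with more at Magea8 (15.7%). At 12 h 1 library was at 0% for Magea3, for Olfr617 and for Olfr441, and 1 was higher for LOC115486415 (100%) and for Tas2r120 (78.8%). At 24 h 1 library was lower for Ptprtos (74.3%), LOC115486415 (65.5%) and Olfr618 (65.4%), and 1 was higher for Gm20594 (100%).

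Signal lay outside the measured chromosomes too. Although the animals are female, Suz12 lists held up to 17 and Ring1B lists up to 15 peaks on Y. Of 221 Y peaks in the 61 lists of all 6 features, 181 lay between positions 90717476 and 90814332 near the end of Y, and 40 lay elsewhere.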

How the results depend on the processing

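Chosen only after the data were seen were the signal-weighted ratio, the common lowest signal, the equal numbers of peaks by highest signal, the gene body as region, the readable bins, and scaling together with the replicate block. The planned windows around transcription starts were not run, because the gene table has no strand.

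The X to autosome ratio kept its direction and its side of the threshold in 8 of 9 alternatives for H3K27me3 (0.22 to 4.47), in 9 of 9 for H2AK119Ub (1.02 to 3.92), in 6 of 9 for H3K9me3 (-1.02 to 2.65), in 4 of 7 for H3K27ac (-1.70 to -0.33), in 8 of 8 for Suz12 (0.25 to 0.99) and in 6 of 8 for Ring1B (-1.22 to -0.36). Equal numbers of peaks by highest signal gave 0.22 for H3K27me3 (exact permutation p = 0.571), -0.33 for H3K27ac (p = 1) and -0.55 for Ring1B (p = 0.0643). For H3K9me3 lists of equal length reversed the difference to -1.02, from few X peaks, weighting by signal gave 0.36 (exact permutation p = 0.187), and equal numbers by highest signal raised it to 2.65 (p = 0.000519). A common lowest signal gave -1.22 for Ring1B (exact permutation p = 0.0179) and the 0.25 of Suz12. In that setting the Suz12 libraries of 0 and 24 h overlapped and those of 12 h were higher. Its place past the threshold over the 3 times therefore does not show a rise between 0 and 24 h. The number of peaks gave -1.0 for H3K27ac (exact permutation p = 0.0857) and -0.36 for Ring1B (p = 0.0500), and it took the autosomal difference of H3K27ac past the threshold, at 1.79 (p = 0.0250). Stricter lists did so for Suz12, at -0.26 (exact permutation p = 0.0393), and reversed that of Ring1B to 0.026. The cause was not tested unless given here. The differences in enrichment ran from -4.26 to -1.79 for H3K27me3 in Suz12 regions and from -4.68 to -2.38 for H2AK119Ub in Ring1B regions, with the smallest for regions of any library.

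The numbers of the sample titles, used throughout, were not shown to pair the samples. The mean correlation of same-numbered libraries was -0.0618 to 0.0229 over the marks. Of the libraries, 0 of 12 of H3K9me3, 1 of 9 of H3K27ac and at most 6 of 9, for Ring1B, correlated best with one of their own number. Pairing is not excluded by this, since libraries of 1 animal need not correlate in peak coverage. The file names of H3K27me3 at 24 h carry other numbers than the titles and those of Suz12 at 12 h an added letter, so for these the title number may not be that of the preparation. With the number as a block, which leaves fewer permutations, the autosomal difference was 2.26 for H3K27me3 (p = 0.0556) and 1.86 for H2AK119Ub (p = 0.0833), the ratio 1.63 for H3K9me3 (p = 0.0602) and -1.70 for H3K27ac (p = 0.139), and the H3K27me3 enrichment in Suz12 regions -3.14 (p = 0.111). The block gave 4156 genes for H3K27me3, 2193 for H2AK119Ub and 129 of them on X, 0 for H3K27ac (limma, 1448 at an unadjusted p under 0.05) and 0 for Ring1B. Block and scaling together gave 873 genes for H3K27me3 and 147 on X, 634 for H3K9me3, 0 for H3K27ac and 0 for Ring1B.

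Counts of genes from limma moved most. Scaling by autosomal coverage gave 2363 genes for H3K27me3, 776 for H3K9me3, 0 for H3K27ac, 1 for Suz12, 72 for Ring1B and 1 on X for Ring1B. Lists of equal length, which leave fewer genes to test, gave 461 for H3K27me3 (414 higher and 26 lower at 24 h than at 0 h) and 23 on X (23 higher), 797 for H2AK119Ub (418 higher and 301 lower) and 24 on X (23 higher and 1 lower), 0 for H3K9me3 and 0 on X, 1 on X for H3K27ac, and 118 for Ring1B. Stricter lists gave 203 on X for H3K27me3, 92 on X for H2AK119Ub, 530 for H3K9me3 and 2 on X, 85 for H3K27ac, 104 for Suz12, and 187 for Ring1B and 2 on X. The arcsine scale gave 784 for H3K27ac, 244 for Suz12 and 3 on X, and 190 for Ring1B and 2 on X. Without the trend and robust options the counts were 382 for H3K27ac, 111 for Suz12, and 96 for Ring1B and 1 on X. The gene body alone gave 7 for Suz12 and 51 for Ring1B, and testing genes with a peak in any library gave 1 for Ring1B. The cause was not tested unless given here.

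Leaving out 1 library at a time kept the H3K27me3 ratio between 3.23 and 4.30, that of H2AK119Ub between 3.64 and 3.85, that of H3K9me3 between 1.3 and 2.11 and that of Suz12 between 0.65 and 1.14, all past the threshold. The H3K27ac ratio ran from -1.98 to -1.52 and that of Ring1B from -0.46 to -0.30, in part off the threshold, and the autosomal difference of Ring1B from -0.081 to 0.082. The difference in log2 enrichment of H3K27me3 in Suz12 regions ran from -3.91 to -2.55 and that of H2AK119Ub in Ring1B regions from -4.68 to -4.26. Counts ran from 4163 to 7734 genes for H3K27me3, from 2459 to 6682 for H2AK119Ub, from 128 to 369 for H2AK119Ub on X, from 0 to 725 for H3K27ac and from 0 to 2 for Ring1B.

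Among named genes no H3K27me3, H2AK119Ub, H3K9me3 or Suz12 difference changed sign in the alternatives where it had a value. Lists of equal length gave a value for 9 of 18 named genes of H3K27me3, 12 of 19 of H2AK119Ub, 5 of 6 of Suz12 and none of H3K9me3, and stricter lists for 14 of 18 of H3K27me3, 9 of 12 of H3K9me3 and 3 of 6 of Suz12. On the arcsine scale the H3K27ac differences of Firre and 4933407K13Rik became 0.00623 and 0.00361 and the Ring1B difference of Xist 0.054. With 1 library left out, the H3K27ac difference of Ddx3x ran from -16.3 to 6.03 (positive without replicate 2 of 0 h), that of 4933407K13Rik from -11.4 to 0.0994 (positive without the same library) and that of Firre from -23.5 to 5.03 (positive without replicate 3 of 0 h). The Ring1B difference of Xist ran from -6.10 to 2.63 and was positive without replicate 2 or 3 of 0 h or replicate 1 of 24 h. None of these differences had passed.

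Depth is unknown, and the lists hold no value below each list's own lowest signal, so a region listed at 0% is one without a called peak.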

Other observations

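Of the tests below, the readable-bin versions were chosen after the profile along X was seen, though before their own results, and those of Ring1B and Suz12 were prompted by list values already seen.

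X-linked genes that gained H3K27me3 may also tend to gain H2AK119Ub. Of 427 X-linked genes tested for both marks, 201 gained both, 167 gained H3K27me3 alone, 16 gained H2AK119Ub alone and 43 gained neither, where independence would give 187 with both. The odds ratio was 3.23 (Fisher's exact test across genes p = 0.000121, adjusted p = 0.000725 over 6 hypotheses). Neighbouring genes share peaks and are not independent replicates, so this p is too small.

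H3K27me3 along X at 24 h was compared with 3 properties over 168 bins of 1 Mb, with p from circular shifts of the profile, a permutation that keeps neighbouring bins together. Coverage followed that of H2AK119Ub at 24 h with a Spearman rho of 0.94 (permutation p = 0.00595, the smallest these shifts give, adjusted p = 0.00893), and in the 130 readable bins with 0.91 (permutation p = 0.00769, the smallest there). With gene density rho was 0.34 over all bins (permutation p = 0.00595, adjusted p = 0.00893) but 0.18 over readable bins (permutation p = 0.20), so the relation over all bins may come from stretches that cannot be read. With distance from Xist it was -0.29 over all bins (permutation p = 0.0595, adjusted p = 0.0714) and -0.36 over readable bins (permutation p = 0.00769), and a decline away from Xist is a hypothesis that rests on the second set of bins alone.

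Ring1B and Suz12 at autosomal genes under H3K27ac were compared with other autosomal genes as a log2 ratio per library, over 4021 acetylated and 11038 other genes. A concentration of Ring1B gains on acetylated genes was not shown, with a difference of 0.26 between 24 and 0 h (exact permutation p = 0.332). The Suz12 ratio fell, by -0.59 (exact permutation p = 0.00357, the smallest possible, adjusted p = 0.00893), from 0.92 to 0.34, which is consistent with a loss of Suz12 peaks there relative to other genes. Computed beside these without a hypothesis written first, the H2AK119Ub ratio went from -0.87 to 0.23 (exact permutation p = 0.000361) and the H3K27me3 ratio rose by 0.36 and stayed below 0, at -2.86 at 24 h (exact permutation p = 0.0133).

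At 24 h 313 of 966 X-linked protein-coding genes had an H3K27me3 peak in every library and 161 an H2AK119Ub peak, against 5 and 5 at 0 h. For H3K27ac the number was 1 at 0 h, 2 at 12 h and 0 at 24 h. Bins of X without a peak in any of the 61 lists numbered 18, against 3 to 6 on each autosome.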
